A study of Mus musculus with 24 samples. Its data were reported in "The transcription factor ZNF469 regulates collagen production in liver fibrosis" (2025).

How the data were processed

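Gene expression was measured by RNA sequencing of poly(A) RNA from whole livers of 24 mice, 12 on an MCD diet and 12 on a control diet. The values the authors deposited are raw read counts per Ensembl gene, with 1 column for each library and no normalization. The aligner, the counting program, the genome build and whether strand was used are not stated for the mouse libraries. The table holds 56205 gene rows, of which 28652 are 0 in every library, so no filter on low counts had been applied. All 24 columns matched a sample title, and 0 columns were left unused.

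Gene symbols were taken by Ensembl identifier from GENCODE mouse release 21, which named 51745 of the rows. Rows without a symbol held 0.0808% of all counts and were kept under their identifier. Since the build behind the counts is not stated, no genomic coordinates are given. Exon overlaps, GC content and transcript length (longest transcript of each gene) come from the same release.

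Counts were analysed in R 4.3.3. Genes were kept with edgeR's filterByExpr by diet, leaving 14109. Libraries were scaled with TMM factors, and edgeR 4.0.16 (glmQLFit and glmQLFTest) compared MCD with control over all 24 libraries with no covariate. A gene was called past the threshold at a Benjamini-Hochberg FDR of 0.01 or less and an absolute log2 fold change above 0.5, the limits the study applied to human liver. SEs were derived as the absolute log2 fold change divided by the square root of the F statistic. The biological coefficient of variation was 26.8%. CPM values use TMM-scaled library sizes, and log2 CPM a prior count of 2. Gene sets were tested with camera and fry in limma 3.58.1. Principal components were computed on centred log2 CPM of the 5% of genes with the largest median absolute deviation. Permutation tests used 100000 resamples and were two-sided (scipy 1.17.1, numpy 2.4.6, Python 3.11.15). Figures were drawn with matplotlib 3.10.9.

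The lists of collagen genes (every symbol of the form Col, number, a, number), matrix genes, knockout-responsive genes and followed-up transcription factors were fixed before the data were examined, as were marker lists for hepatocytes, mesenchymal cells, Kupffer cells, monocyte-derived macrophages, cholangiocytes, endothelial cells, lymphocytes and proliferation, the tests, the threshold and the alternatives. The study chose its own lists on human samples, not on these libraries. The collagen list shares 4 genes with the matrix list, and the knockout-responsive list shares 3 with it. Beyond the lists, the text names the 5 genes that rose most and the 5 that fell most among genes past the threshold with a mean of at least 5 CPM and with every MCD library on one side of every control library; 1291 genes met those conditions before ranking. Lists of imprinted genes and of long non-coding RNAs were written after the results were seen.

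Alternatives were relative log expression factors, upper-quartile factors, total counts alone, no low-count filter, at least 10 counts in every sample, DESeq2 1.42.0, limma-voom, a replicate block, a sex-linked expression score as a numeric covariate, an FDR of 0.05 without a fold limit, a log2 limit of 1, and leaving out each library in turn. The score is log2 CPM of Xist minus the mean log2 CPM of Ddx3y, Eif2s3y, Kdm5d and Uty. It was used only as a number, and no library was assigned a sex.

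The fits were tested on simulated counts drawn from the real means, dispersions and library sizes of 14109 genes, with 200 genes changed by 1 or 2 on the log2 scale. The edgeR fit recovered 184 of the 200 (92.0%) and called 0 unchanged genes. On the same counts limma-voom recovered 179 of the 200 and called 0 unchanged genes, and DESeq2 recovered 190 and called 3 unchanged genes. The set tests each found a set of 30 raised genes. Of 100 unchanged sets camera called 0 and fry 4 at p under 0.05. Genes were drawn independently, so these set results cover uncorrelated genes only. The 200 changed genes were few and balanced between higher and lower. The simulation thus cannot tell how the fits do where scaling moves the balance. Confidence intervals at 95% come from the fitted SE. A count of 3 was taken as the floor below which a level was not resolved, and the floor covers counting error only, since no molecular identifiers are stated for the reads.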

Results

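Poly(A) RNA of whole liver was sequenced from 24 C57BL/6J mice, of which 12 had been fed a methionine-choline deficient (MCD) diet and 12 a control diet for 20 weeks. The name means deficient in methionine and choline, and such diets are used in mice to model steatohepatitis with fibrosis. The study's methods list the MCD diet as high in fat, while its results name a choline-deficient high-fat diet (CDAHFD). The methods give no methionine content, so how far methionine was lowered stays open. The name in the labels is used here. The series description gives equal numbers of male and female animals in each diet, but the labels give no sex, litter or sequencing batch for a single library, so all libraries of a diet were treated as 1 group. Total counts ran from 16793207 to 24915175 in the control libraries and from 16388650 to 24577848 in the MCD libraries. The totals did not differ between the diets by more than their spread (two-sided permutation test with 100000 resamples, p = 0.135). Other library measures did differ by the same test. Mean genes detected were 18250 in control and 19378 in MCD (p = 2e-05). The top 10 genes held 19.7% and 17.4% of counts (p = 2e-05), and mitochondrial genes 8.80% and 6.83% (p = 0.00066). Pairwise comparison of the libraries within each diet found 0 identical libraries, and the most similar pair had a dispersion index of 11.8, where sampling noise alone gives 1, so each library was counted as a separate sample.

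The first comparison asked how far diet separated the liver transcriptomes. On the 705 genes that varied most, the first principal component carried 62.4% of the variance. The mean score was -37.9 ± 11.5 (SD, n = 12) in control livers and 37.9 ± 6.52 (SD, n = 12) in MCD livers, and the groups did not overlap (two-sided permutation test, p = 2e-05, the smallest value the resamples can give). With all 14109 tested genes in place of the most variable ones, the share of the component fell to 54.1%. The second component carried 21.6% of the variance and its scores overlapped between the diets.

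**Figure D1:**
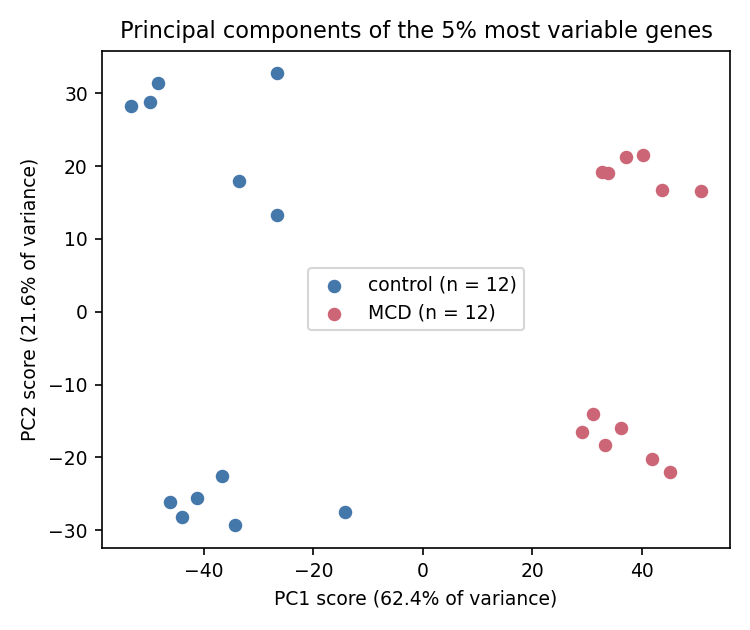
Scores of each liver library on the first and second principal components of the 5% most variable genes (log2 CPM), coloured by diet. The 12 control libraries lie between -53.3 and -14.2 on the first component and the 12 MCD libraries between 29.01 and 50.9.

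Differential expression was then tested gene by gene with edgeR's quasi-likelihood test. Of 14109 genes tested, 5400 passed a Benjamini-Hochberg false discovery rate (FDR) of 0.01 with an absolute log2 fold change above 0.5. Among them, 2712 genes were higher and 2688 were lower in MCD livers. With a log2 limit of 1 the counts were 1862 higher and 686 lower. For 2029 genes (14.4% of those tested) every MCD library lay on one side of every control library. The balance between higher and lower genes depended on library scaling, because the TMM scaling factors did not overlap between the diets (0.642 to 0.973 in control, 1.07 to 1.26 in MCD). When libraries were scaled by total counts alone, 4539 genes were higher and 848 were lower, the median log2 fold change of all tested genes moving up by 0.37. The fold changes below are therefore relative to the TMM scale.

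The study asked whether Zfp469, the mouse ortholog of ZNF469, and type I collagen rise in diet-induced liver fibrosis. Zfp469 (ENSMUSG00000043903) had 0 to 14 counts per control library (median 3) and 43 to 125 counts per MCD library (median 61). Its abundance was 0.258 ± 0.261 CPM (counts scaled to library size) in control livers and 3.09 ± 1.16 CPM in MCD livers (SD, n = 12 each). The fitted log2 fold change was 3.55 with a standard error (SE) of 0.38 and a 95% confidence interval from 2.77 to 4.32 (edgeR quasi-likelihood test, FDR 8.8e-09). All 12 MCD libraries lay above every control library. A permutation test of log2 CPM gave a difference of 3.46 between the diets (two-sided, p = 2e-05; Benjamini-Hochberg adjusted over 11 single-value tests, 2.44e-05). The control counts are close to the floor of 3 counts, which corresponds to 0.134 to 0.227 CPM in these libraries, so the size of the fold rests on few control reads. Of the alternatives, DESeq2, the other scalings, the other models and the absence of a filter gave values between 3.55 and 4.03.

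Col1a1 (ENSMUSG00000001506) rose from 29.8 ± 24.1 CPM in control livers to 220 ± 47.2 CPM in MCD livers (SD, n = 12 each). The log2 fold change was 2.88 (SE 0.35, edgeR FDR 9.41e-08). Col1a2 (ENSMUSG00000029661), which encodes the other chain of type I collagen, rose from 29.7 ± 19.7 to 151 ± 29.1 CPM (SD, n = 12 each). Its log2 fold change was 2.34 (SE 0.28, edgeR FDR 6.86e-08). For both genes all 12 MCD libraries exceeded every control library. Among control livers, Col1a1 ranged from 6.56 to 74.7 CPM, a wider relative spread than the 158 to 311 CPM seen in MCD livers.

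**Figure D2:**
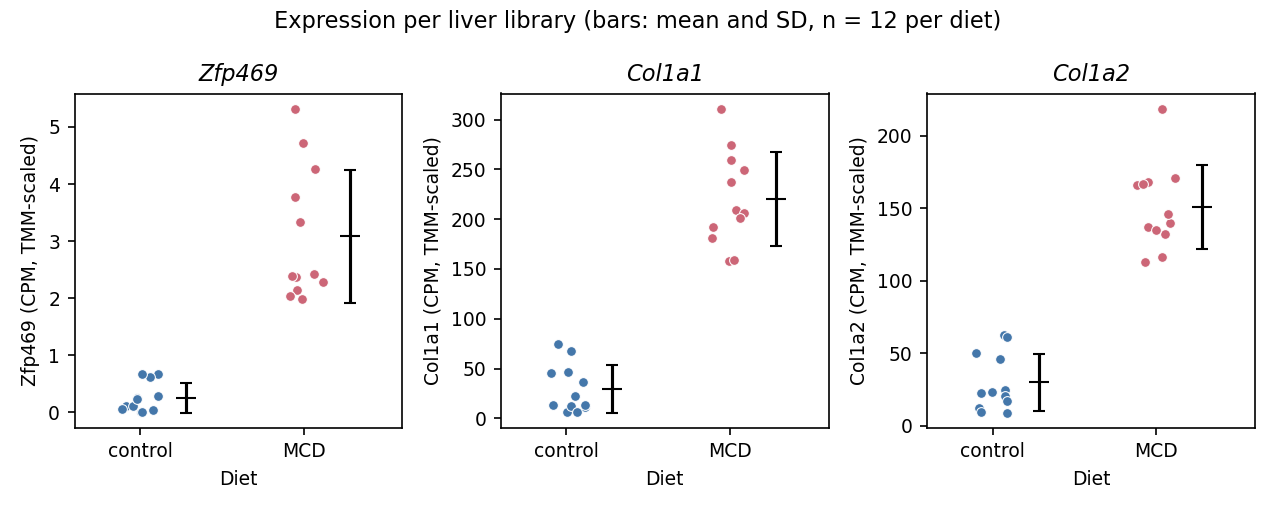
Abundance of Zfp469, Col1a1 and Col1a2 in each liver library (points, TMM-scaled CPM) by diet, with the mean and SD of 12 libraries beside them. The 12 MCD libraries lie above all 12 control libraries for each gene, with Zfp469 at 0 to 0.681 CPM in control and 1.98 to 5.32 CPM in MCD.

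The collagen family was examined next, since the study addresses collagen production as a whole. Of 28 collagen genes tested, 21 were higher and 4 were lower in MCD livers, with the same counts when the p-values were adjusted over the list alone. The median log2 fold change of the family was 1.53. The largest rise was that of Col4a6, at 3.73 (SE 0.34, edgeR FDR 5.24e-10), from 1 to 13 counts per control library. Col3a1 rose by 2.11 (SE 0.30, edgeR FDR 1.09e-06), although its exons overlap a predicted gene on the same strand in the mouse annotation used for gene names. Exons of Col20a1 and Col7a1 also overlap another gene on the same strand, and those of Col4a1, Col4a2, Col4a3, Col5a1, Col6a6 and Col15a1 overlap one on the opposite strand, so their values are uncertain. The 4 lower collagens, named here because they were few and not by the preset rule, were Col18a1 (-0.76), Col27a1 (-0.81), Col5a3 (-1.29) and Col20a1 (-1.61). No collagen gene changed direction under another scaling, but the number past the threshold as lower was 3 with relative log expression factors, upper-quartile factors and limma-voom, and 2 with total counts alone. Col27a1 was not past it with relative log expression factors (FDR 0.0116), upper-quartile factors (FDR 0.0255) or total counts alone (FDR 0.162). Col18a1 was not past it with total counts alone, where its log2 fold change of -0.40 was within the fold limit. Col18a1 had the highest abundance of these. On the TMM scale it fell from 1372 ± 274 to 809 ± 82.9 CPM (SD, n = 12 each). On that scale all 12 MCD libraries lay below every control library. A set test with limma's camera, at a preset inter-gene correlation of 0.01, placed the collagen family above the other genes (FDR 7.27e-06). This call did not hold with the correlation estimated from the data, which was 0.27 (FDR 0.111). The rotation test fry gave an FDR of 9.28e-09. It asks only whether genes of the set changed, so it cannot uphold a call against other genes.

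**Figure D3:**
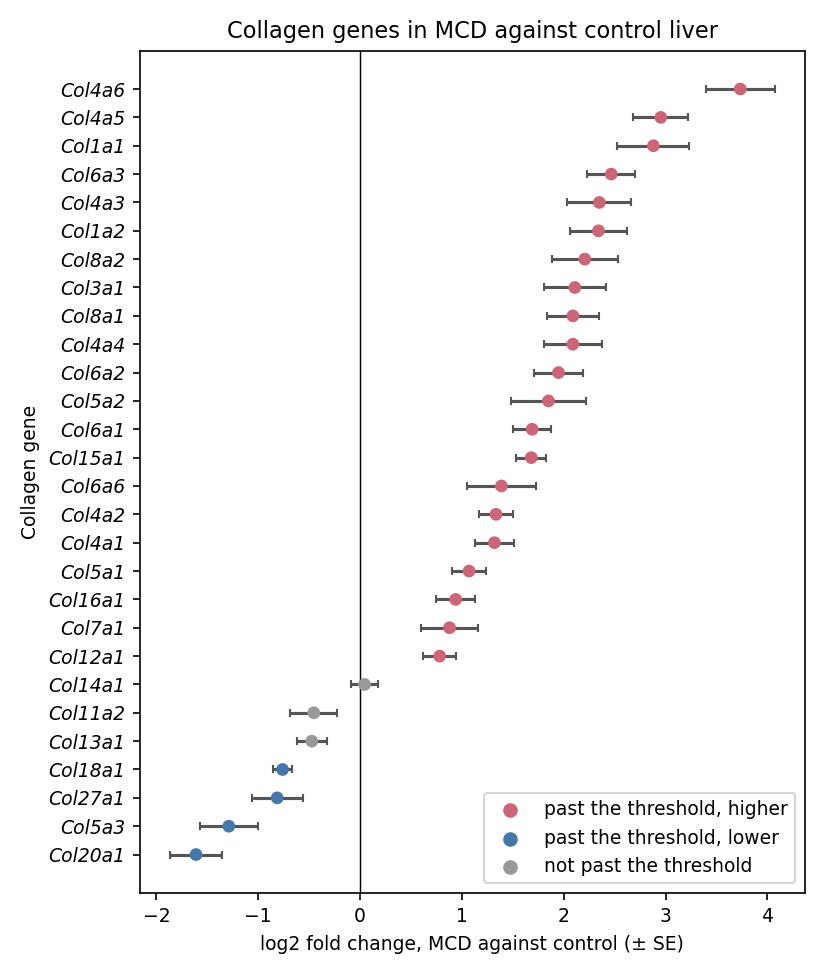
Log2 fold change of the 28 tested collagen genes in MCD against control liver on the TMM scale, with bars of ± 1 SE, coloured by whether the gene passed the threshold. The values run from -1.61 (Col20a1) to 3.73 (Col4a6), with 21 genes past the threshold as higher and 4 as lower.

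The study named 15 matrix genes in human fibrosis, and their mouse orthologs were tested as a list. All 15 were higher in MCD livers, both over all genes and when adjusted over the list alone, with log2 fold changes from 0.51 (Lgals3bp) to 3.15 (Lum). Exons of Igfbp7 and Fbn1 overlap a gene on the opposite strand, which leaves their values uncertain where counting ignored strand. Lgals3bp was near the fold-change limit and fell below it in 7 of the 24 fits that each left out one library. It was also below the limit, leaving 14 matrix genes higher, with limma-voom (0.48) and with the sex-linked score as a covariate (0.47). The camera FDR of the list was 4.1e-08. It was 2.75e-09 with fry and 0.111 with the estimated correlation.

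A second list held mouse orthologs of 8 genes that the study names as lower after ZNF469 knockout in human stellate cells, the collagen-producing cells of the liver. Fndc1 was too low to be tested. Of the 7 others, 6 were higher in MCD livers, also when adjusted over the list alone: Col1a1, Col1a2, Col3a1, Adamtsl2, Ptgds and Fmod. Adamtsl2 rose by 2.49 (SE 0.23, edgeR FDR 6.74e-10). Ptgds was the least precise of them, at 2.36 (SE 0.59), and was not past the threshold with limma-voom (FDR 0.0223). Inmt was lower, with a log2 fold change of -1.26 (SE 0.29, edgeR FDR 0.000429). The camera FDR was 0.00258, against 2.75e-09 with fry and 0.111 with the estimated correlation.

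The last list held the 11 transcription factors that the study followed up from its screen. In MCD livers 6 of them passed the threshold, also when adjusted over the list alone. Zfp469 had the largest rise. Runx1 rose by 2.05 (SE 0.20, edgeR FDR 2.02e-09), and all 12 MCD libraries exceeded every control library. Msc rose by 1.13 (SE 0.25) and Rarg by 0.90 (SE 0.14). Tbx3 was lower, at -1.59 (SE 0.18, edgeR FDR 1.95e-08), with 10 of 12 MCD libraries below every control library. Nr3c1 was also lower, at -0.73 (SE 0.12), but was not past the threshold under total counts alone (-0.39, FDR 0.0221). Hoxb4 (0.48, FDR 0.0373) was not past the threshold but passed it as higher with upper-quartile factors (0.63, FDR 0.00962), total counts alone (0.84, FDR 0.00203) and the sex-linked score as a covariate (0.51), and at an FDR of 0.05 without a fold limit. Over its 11 alternatives the FDR of Hoxb4 reached 0.0468. The exons of Runx1, Tbx3 and Msc overlap a gene on the opposite strand, which leaves their values uncertain where counting ignored strand. The list as a whole did not stand apart from other genes (camera FDR 0.497, or 0.691 with the estimated correlation). Its fry FDR was 0.0594.

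The genes with the largest changes were taken by a rule fixed in advance. The 5 with the largest rise were Gpnmb (ENSMUSG00000029816), Mmp7 (ENSMUSG00000018623), Meg3 (ENSMUSG00000021268), Clec4d (ENSMUSG00000030144) and Mmp12 (ENSMUSG00000049723). Their log2 fold changes were 6.89 (SE 0.70), 6.30 (SE 0.39), 5.98 (SE 0.32), 5.92 (SE 0.34) and 5.69 (SE 0.53). The place of Gpnmb at the top depended on the method, as its log2 fold change was 4.63 with DESeq2, below the other 4 genes, 8.45 with limma-voom and 7.54 without control replicate 4. Gpnmb rose from 4.74 ± 7.37 to 568 ± 159 CPM (SD, n = 12 each). The 5 with the largest fall were Chrna4 (ENSMUSG00000027577), Cd163 (ENSMUSG00000008845), Scd1 (ENSMUSG00000037071), Cyp46a1 (ENSMUSG00000021259) and Hcn3 (ENSMUSG00000028051). Their log2 fold changes were -7.62 (SE 0.60), -6.14 (SE 0.38), -5.47 (SE 0.35), -4.09 (SE 0.37) and -3.68 (SE 0.28). Chrna4 had 0 to 8 counts per MCD library (median 3) and Cd163 had 0 to 24 (median 5), close to the floor of 3 counts, so the size and rank of these falls rest on few MCD reads. Scd1 fell from 18092 ± 8447 to 407 ± 177 CPM (SD, n = 12 each). The edgeR FDR of these 10 genes was at most 3.76e-09. Exons of Mmp7, Mmp12 and Hcn3 overlap a gene on the opposite strand, and those of Meg3 overlap genes on both strands. Strand use in counting is not stated, so the values of these 4 genes are uncertain. The gene overlapping Hcn3 is Pklr, which itself fell by 2.71 on the log2 scale from 706 ± 221 CPM (SD, n = 12).

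The study relates ZNF469 to COL1A1 across individuals, and the same relation was computed here within each diet, since the diets form separate clusters. In control livers, log2 CPM of Zfp469 and Col1a1 had a Pearson's r of 0.772 (two-sided permutation p = 0.00488; adjusted over 6 relations, 0.00976) and a Spearman's rho of 0.760 (permutation p = 0.00542; adjusted, 0.0123). In MCD livers the r was 0.861 (permutation p = 0.00066; adjusted, 0.00198) and the rho was 0.755 (permutation p = 0.00642; adjusted, 0.0123). With Col1a2, r was 0.695 in control (permutation p = 0.0144; adjusted, 0.0172) and 0.845 in MCD (permutation p = 0.00058; adjusted, 0.00198). The matching rho values were 0.739 (permutation p = 0.0079; adjusted, 0.0123) and 0.741 (permutation p = 0.0082; adjusted, 0.0123). With Col3a1, r was 0.665 in control (permutation p = 0.0219; adjusted, 0.0219) and 0.714 in MCD (permutation p = 0.011; adjusted, 0.0166). The rho values were 0.623 (permutation p = 0.0339; adjusted, 0.0339) and 0.657 (permutation p = 0.0237; adjusted, 0.0284). Without the 2 libraries farthest from the median of Zfp469, r with Col1a1 was 0.706 in control and 0.732 in MCD (permutation p adjusted, 0.0314 for each). The rho with Col1a1 in these libraries was 0.754 in control (permutation p adjusted, 0.0466) and 0.576 in MCD (permutation p adjusted, 0.107). In the same 10 libraries r with Col1a2 was 0.721 in control and 0.749 in MCD, and r with Col3a1 in control was 0.722. The relation with Col3a1 in MCD livers rested on those 2 libraries, as r fell to 0.523 without them (permutation p = 0.138; adjusted, 0.138). The low counts of Zfp469 in control livers limit the precision of each control value. No labelled batch was given within which the relations could be recomputed.

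**Figure D4:**
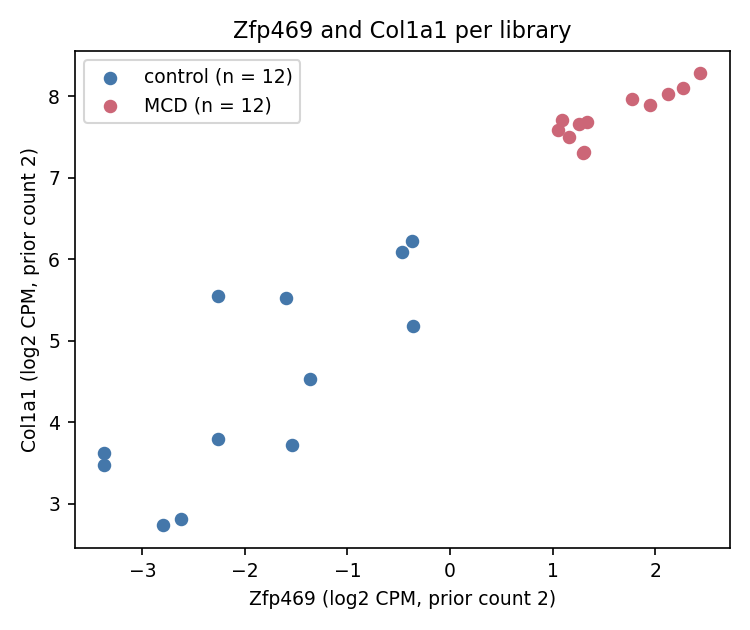
Log2 CPM (prior count 2) of Zfp469 on the horizontal axis and of Col1a1 on the vertical axis in each library, coloured by diet. Within each diet the values rise together, with Pearson's r of 0.772 in control and 0.861 in MCD livers.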

Values the study reported

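The study reported a Pearson's R between COL1A1 and ZNF469 expression of 0.67, 0.79 and 0.4 in the MASLD cohorts of Govaere, Hoang and Suppli. For cohorts with pulmonary fibrosis it gave R values of 0.72, 0.56 and 0.83. In JS1 mouse stellate cells, targeting Zfp469 with CRISPR guides lowered Col1a1 and Col1a2 mRNA by about 50%. For mice it reported, without a fold in the text, that Zfp469 and Col1a1 mRNA rose in 2 diet models of steatosis with fibrosis.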

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

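Zfp469, Col1a1 and Col1a2 were higher in MCD livers and past the threshold under every alternative that gave them a value. Zfp469 ranged from 3.55 to 4.03 over 10 alternatives (FDR at most 8.1e-07) and from 3.42 to 3.78 over the 24 fits that each left out one library. It had no value under the filter of at least 10 counts in every sample, since control libraries held fewer. Col1a1 ranged from 2.88 to 3.31 and Col1a2 from 2.34 to 2.66 over 11 alternatives.

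The number of genes past the threshold moved with scaling. Upper-quartile factors gave 1710 lower genes (65.6% of the changed genes were then higher, against 50.2%), with the median log2 fold change up by 0.15. Total counts alone gave 4539 higher and 848 lower genes (84.3% higher) and 2 lower collagen genes, with the median up by 0.37. Dropping the low-count filter moved the median by 0.12. Of the 5400 calls, 65.9% were shared with total counts alone and 81.9% with upper-quartile factors. Which scaling is nearer the truth was not tested. At least 10 counts in every sample gave 1801 higher genes, 13 higher and 2 lower collagen genes and 3 changed transcription factors, with 11717 genes tested. The balance also moved with the fold limit. An FDR of 0.05 without a fold limit gave 3742 higher and 5221 lower genes (41.7% higher). A log2 limit of 1 gave 1862 higher and 686 lower genes (73.1% higher) and 2 lower collagen genes. Leaving out each library in turn gave 2701 to 3052 higher and 2228 to 2812 lower genes.

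Among transcription factors not past the threshold, Mef2d reversed to 0.043 with upper-quartile factors, to 0.23 with total counts alone and to 0.018 without control replicate 3 (from -0.125 to 0.018 over the 24 fits that each left out one library). Hoxb4 instead passed as higher under upper-quartile factors, total counts alone, the sex-linked covariate and an FDR of 0.05 without a fold limit. Under that last limit Tead3 (-0.35, FDR 0.00333) and Elk4 (-0.26, FDR 0.00925) also passed, as lower, so that 9 factors changed. With total counts alone Rfx5 reversed to 0.046, Tead3 to 0.015 and Elk4 to 0.10. The cause of these reversals is the median shift for the scalings and was not tested for the left-out library. For the single genes named from the lists and by the rule, 21 of 396 values under the other alternatives changed (10 weaker, 6 stronger, 5 reversed), as did 8 of 888 values in the leave-one-out fits (7 weaker, 1 reversed).

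Replicate numbers are shared by the diets, and same-numbered libraries deviated together at r above 0.1 in 8 of 12 pairs (range -0.28 to 0.35). The median r was 0.233, against -0.059 for other pairs. Replicates 2 and 8 had the lowest r (-0.28 and -0.21), and only their sex-linked scores differed in sign between the diets. Replicates 4 (-0.04) and 10 (0.09) shared a sign without an r above 0.1. The score is thus a candidate for the shared deviations, and this was not tested. As 4 pairs were not above 0.1 and the labels tie no number to a shared litter or day, the block was kept as an alternative. With the replicate number as a block, 2781 genes were higher and 2430 lower, with 20 collagen genes higher and 3 lower, and Zfp469, Col1a1 and Col1a2 stayed past the threshold, while Lgals3bp fell to 0.47, below the fold limit.

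With the inter-gene correlation estimated, the FDR of the collagen, matrix and knockout-responsive sets was 0.111 for each, since the estimated correlations (0.27, 0.63 and 0.30) exceed the preset 0.01. The relation of Zfp469 with Col3a1 in MCD livers weakened to r = 0.523 without the 2 libraries farthest from the median. By Pearson's r, the other 5 relations had an adjusted permutation p under 0.05 in the 4 alternatives planned. By Spearman's rho, 3 of them were not past 0.05 without those 2 libraries, with adjusted p-values of 0.107 (Col1a1 in MCD), 0.101 (Col1a2 in MCD) and 0.101 (Col3a1 in control). The first principal component separated the diets in each of the 3 gene selections. Depth limits the folds of genes with few reads in one diet, such as Zfp469 (at most 14 counts in a control library), Clec4d (at most 14), Col4a6 (at most 13) and, in MCD libraries, Chrna4 (at most 8) and Cd163 (at most 24).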

Other observations

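The tests of depth, mesenchymal share, the sex-linked score, the adjusted correlation and the splits for all changed genes were written before the data were examined, and the other tests were chosen after the patterns they address had been seen. For the adjusted correlation, the demand that the rank test hold too was added after its values were seen, as were the tests on the highest bound of a list.

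Other splits of the 24 libraries into 12 and 12 were fitted in the same way, 100 in all with the real one. For the count of all changed genes, of higher genes and of lower genes, 1 of the 100 splits (the real one) gave as many; the highest of the other 99 splits gave 544 changed genes. The counts of higher collagen genes, lower collagen genes, matrix genes, knockout-responsive genes and transcription factors were each reached in 1 of the 100 splits. The other splits mix the diets, so the diet effect enters their residual variance and holds their counts of single genes near 0, and these counts are not set against the set tests. For camera, a p-value as small was reached in 8 of the 100 splits for collagens, 7 for the matrix list, 8 for the knockout-responsive list and 60 for the transcription factors. A preset correlation of 0.01 may overstate the set tests, since the correlations estimated from the data were higher.

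Depth does not account for the changed genes. Thinning every library to the smallest total of 16388650 counts kept 92.5% of the 5400 calls, and Zfp469 then rose by 3.49.

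The rise of Zfp469 was set against several explanations. A larger share of mesenchymal cells would raise their markers together. Of the 10 preset mesenchymal markers, 4 were past the threshold as higher and 1 as lower, from -0.93 (Lrat) to 1.90 (Pdgfra), so their median of -0.16 does not tell whether the share rose. The highest upper 95% bound among them was 2.27, below the interval of Zfp469, so a larger share that raised these markers alike could account for part of the rise but not for its whole size. The list holds genes of quiescent stellate cells, so its bound does not limit a larger share of mesenchymal cells that are not quiescent. Lum (3.15) and Col1a1 (2.88) of the matrix list lay within the interval of Zfp469, though the median of that list was 1.83. A change of state within stellate cells stays open. Different numbers of male and female animals would split the sex-linked score unequally between the diets, but it was above 0 in 6 of 12 MCD libraries and in 6 of 12 control libraries. With such a balanced score the covariate fit could not have moved the change of Zfp469, and it is not used as evidence. The 200 genes nearest to Zfp469 in GC content, transcript length and mean expression had a median log2 fold change of 0.98, below the interval, and 7 of them rose as much. The median of all tested genes was -0.10. The annotated transcript of Zfp469 used for this match is 3082 bases long. The study places the zinc finger region of the gene beyond that position in the open reading frame. The match was thus not made on the whole transcript, so it cannot limit a bias in GC content or length, which stays open. Any part of the rise that a larger mesenchymal share leaves may be a change of expression in MCD liver. That is a hypothesis, and whole-tissue counts cannot assign it to a cell type.

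The sex-linked score fell into 2 clusters of 6 libraries in each diet. In control it ran from -8.07 to -5.41 and from 11.03 to 12.5, and in MCD from -7.24 to -5.21 and from 10.7 to 11.1. The second principal component separated the same clusters: it ran from 13.3 to 32.8 and from 16.5 to 21.6 in the lower clusters of control and MCD, and from -29.3 to -22.6 and from -22.1 to -14.1 in the upper ones. The series description gives 2 sexes, so sex stays open as an explanation and was not tested, because no library was labelled with it.

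Within a diet, Pearson's r between Zfp469 and Col1a1 was 0.737 in control and 0.764 in MCD after the mean of the mesenchymal markers was regressed out of both, with permutation p-values of 0.0141 in control and 0.00436 in MCD. Adjusted over the 6 relations, these were 0.0282 and 0.0131. The rank correlations were not past 0.05 after the same adjustment (rho 0.483 in control, adjusted p = 0.168; rho 0.636 in MCD, adjusted p = 0.0906), and r with Col3a1 in MCD was 0.458 (p = 0.119; adjusted, 0.119). Among control libraries, replicate 12 had the lowest marker mean (3.61 in log2 CPM) but the highest Zfp469 (-0.362). The adjusted control r may rest on this library, and it was not recomputed without it. The tests disagree, so a varying share of mesenchymal cells stays open in both diets. Pearson's r between Zfp469 and Col1a1 here was 0.772 in control and 0.861 in MCD livers. Both are higher than the lowest value quoted from the study above for either kind of cohort. The unadjusted MCD value over all 12 libraries is higher than every one of them. It stayed so with a prior count of 0.5 (0.860), total counts alone (0.893) and adjustment for the sex-linked score (0.856). It did not after the marker adjustment (0.764) or without the 2 libraries farthest from the median of Zfp469 (0.732). The study's values come from human cohorts and other units, those here from 12 mouse livers of a single diet. No interval was computed for r, so the ranking does not show a stronger relation.

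Col1a1 differed widely among control livers, with control replicate 4 at 74.7 CPM and control replicate 11 at 68.0 CPM, the same libraries that lay near the top for Zfp469. Mixing with MCD liver RNA is a candidate cause, and 26 genes with a mean of at least 10 CPM in MCD and a control median under 1/20 of it served as tracers. In 7 of the 12 control libraries, the share of MCD RNA that Col1a1 would need was above the upper quartile of the shares the tracers allowed. Control replicate 4 would need 30.98%, whereas its tracers had a median of 6.88%. Mixing alone thus leaves most of that spread, and differences between control animals stay open, untested.

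Control replicate 12 stood apart, with the lowest TMM factor (0.642) and the third component at -33.1. Its log2 deviations from the control mean had an SD of 0.937, against at most 0.581 in the other control libraries. They followed transcript length (Spearman's rho -0.50 across genes, which are not independent) and GC content (rho 0.41). A trend on both accounts for 25.9% of the variance but leaves an SD of 0.807, still above the 0.571 of the others after the same step. Bias in length and GC content may contribute to this library without being the whole cause. Without it, 3052 genes were higher and 2547 lower.

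Cd163, which fell by 6.14, and Timd4, which fell by 4.10 (SE 0.30), mark resident macrophages of the liver. A smaller share of Kupffer cells, with nothing else changed, would lower their markers alike. Clec4f, Marco, Vsig4 and Cd5l instead had a median log2 fold change of -0.90, above the 95% interval of Timd4 (-4.72 to -3.48). Such a uniform loss could thus account for only part of the fall. C1qa rose by 1.51 and C1qb by 1.68, though other macrophages also express them. A change of state or origin of macrophages stays open, and with a change of origin these medians do not limit the loss of resident cells.

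Meg3, Rian and Mirg, long non-coding RNAs of 1 imprinted locus, rose together; Rian and Mirg were chosen after their values were seen. Rian rose by 5.67 (SE 0.36) and Mirg was at least 10.6-fold higher, with at most 1 count in a control library and 14 to 124 in MCD. Of 12 other imprinted genes tested, 4 were past the threshold as higher and 1 as lower, with a median of 0.12, from -1.27 (Mest) to 1.55 (H19), and a highest upper 95% bound of 2.83. A larger share of non-coding RNA in the MCD libraries would raise others too, yet 9 of 12 listed long non-coding RNAs were tested and had a median of 0.28, at most 0.996 (Pvt1), with a highest upper bound of 1.43. Both upper bounds lie below the 95% interval of Rian, which begins at 4.93, and below the 10.6-fold bound of Mirg on the log2 scale, so neither a general rise of imprinted genes nor a larger share of non-coding RNA reaches the size of this rise. Overlapping transcripts at the locus and a cell type that expresses it stay open, and a rise of this size at the locus may be biological, as a hypothesis.

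The marker lists gave these median log2 fold changes: hepatocytes -0.62, mesenchymal cells -0.16, Kupffer cells -0.34, endothelial cells -0.88, lymphocytes 1.91, proliferation 1.63, cholangiocytes 3.39 and monocyte-derived macrophages 4.203. With total counts alone the hepatocyte median was -0.24 and the mesenchymal median turned to 0.18, while the macrophage median was 4.54. Of the macrophage markers, 8 of 8 were past the threshold as higher, and 7 of them had a mean of at least 1 CPM in control livers too.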
